A study of Homo sapiens with 8 samples.

How the data were processed

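Messenger RNA was measured by sequencing in 8 libraries from SET-2 cells, all from one cell line. Per the labels' protocols, total RNA was taken with a column kit that includes a DNase step, and libraries were made with a Kapa mRNA kit. Per the labels, 4 libraries came from cells given a guide RNA against ZRSR2 and 4 from cells given a non-targeting guide. Each genotype had 2 guides, and each guide was used in 2 experiments. Knockout and control replicates 1 and 2 are guides 1 and 2 of experiment 1, and replicates 3 and 4 are guides 1 and 2 of experiment 2. The protocol text gives day 20 after transduction for biological replicate 1 and day 25 for biological replicate 2. Reading the experiment number in the titles as the biological replicate number is an assumption. A further ZRSR2 guide in the series design was not analysed here.

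The deposited values are RSEM expected counts per gene symbol, per the name of the table the authors deposited. RSEM assigns reads that fit several transcripts by probability, so the counts of near-identical genes depend on that step. Aligner, software versions, genome build, annotation and the use of strand are not stated. The expected counts were already whole numbers, and rounding them before the tests changed no value. Table columns were matched to samples through the library number in each sample title, and 0 columns belonged to other samples. The table holds 25435 symbols, of which 5151 had no count in any library. Totals per library ran from 31106042 to 71521173 expected counts, so that 1 count was worth between 0.0143 and 0.0324 CPM, the counts per 1000000 counts of a library. A floor of 3 counts corresponded to between 0.0428 and 0.0971 CPM. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules.

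Genes were filtered with edgeR's filterByExpr on genotype, which left 14898 genes and at least 99.966% of the counts in each library. Normalisation used TMM factors. The test was edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. Knockout was compared with non-targeting in a fit with genotype as the sole term. Effects within each experiment, their difference and the difference between experiments came from one fit with 4 cells of genotype by experiment. Guides were compared in one fit with the 4 guides. Standard errors of log2 fold changes were derived from the F statistic. CPM values use the TMM-scaled library sizes, and log2 CPM values for components and set tests used a prior count of 2. Software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with matplotlib 3.10.9.

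The experiment number is shared by a knockout and a control library of each guide, and the protocol text ties it to a collection day. Deviations from the genotype means correlated across genes at 0.678 to 0.846 in the 8 pairs of a knockout and a control library from the same experiment. In the 8 pairs from different experiments the correlation was −0.816 to −0.709. The number was therefore treated as pairing the samples, and the fit with the experiment as a block is given beside a result where it changes a call or moves a count by over 1.5 times. The common biological coefficient of variation was 0.29 with genotype alone and 0.108 with the block. No pair of libraries agreed within sampling noise: the smallest chi-square per degree of freedom over genes was 3.11, so all 8 were counted as separate.

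Named genes followed a rule set with the design before the data were examined: ZRSR2, then up to 5 genes per direction past the threshold with a mean of at least 5 CPM and no overlap between genotypes. Where fewer than 3 passed, the genes of smallest unadjusted p in that direction filled up to 3 and are called not significant. For other contrasts, the 3 genes of largest absolute change past the threshold were named. Genes named outside this rule are said to have been chosen after their values were seen.

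Lists of genes were also fixed beforehand: a list of U12-type intron genes recalled from general knowledge, protein parts of the minor spliceosome, JAK-STAT targets, ERK output genes and p53 targets. The listed genes ZRSR2P1 and TIGAR were not used here because their symbols were not matched. A further list came from a motif scan whose motifs were fixed beforehand. It asked for an intron starting with RTATCCTT with at most 1 mismatch, and holding the branch motif TCCTTAAC with at most 2 mismatches ending 5 to 40 bases before the intron's end. A genome sequence was not used here, so the scan was limited, after the data were seen, to introns whose first 8 and last 50 bases are covered by a GENCODE 29 transcript on GRCh38. That covered 33499 of 303673 introns, or 11.03%, in 9654 genes. The lists were tested with limma's camera at a preset correlation of 0.01, with adjustment over the 6 lists, and the scan genes were compared with other genes that had an assessable intron. Deposited symbols were matched to GENCODE 29 by name for 89.3% of symbols and 93.2% of tested genes. Coordinates are those of that annotation, and may differ from those of the build the authors used.

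The gene test was checked on simulated counts for 14898 genes, drawn from the libraries' own means and sizes, with 200 genes changed. The changed genes averaged above 5 CPM, genes were drawn independently, and no difference between guides was simulated. At a 1.5-fold change, edgeR recovered 4% of the changed genes with genotype alone and 90% with the block, and DESeq2 with the block recovered 92%. At a 2-fold change the shares were 46%, 100% and 100%. False calls numbered 0 of 50 calls with genotype alone, 14 of 204 for edgeR with the block and 23 of 215 for DESeq2 with the block. In 5 simulations without any change, those 3 fits made 0 or 1 calls each. Simulated set tests called a lowered list and left an unchanged list uncalled.

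Alternatives set beforehand were the experiment as a block, DESeq2's size factors, DESeq2's Wald test without and with the block, 2 other count filters, a test against a 1.2-fold change, fry, camera with an estimated correlation, a scan without mismatches and leaving out each library in turn. Chosen after seeing the data were a second dispersion option of edgeR, the leave-one-out fits of DESeq2 and of camera with the block and a scan on the first intron bases alone.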

Results

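RNA sequencing was carried out on SET-2 cells, a megakaryoblastic line from an essential thrombocythemia at leukemic transformation that carries an activating JAK2 mutation. Cells were transduced with a guide RNA against ZRSR2 or with a non-targeting guide. ZRSR2 encodes a splicing factor that takes part in recognising the end of minor, U12-type introns. The series title places the data in the question of what ZRSR2 loss does in a JAK2-driven neoplasm. Counts per gene address its expression side, and do not resolve the splicing of single introns. The 8 libraries comprised 4 with ZRSR2 guides and 4 with non-targeting guides, with 2 guides per genotype and 2 experiments. Totals for the knockout libraries were 36109769, 46755265, 43707812 and 41674378 expected counts in replicates 1 to 4. Control totals were 31106042, 33007719, 71521173 and 36544665. Between 17339 and 18398 genes had a count in a library, and 14898 genes were tested.

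Guide 1 against ZRSR2 has the sequence TGACGTTTCCCGAGAAACCA and matched chromosome X from 15790515 to 15790534 on GRCh38. This site lies in the coding part of exon 1 of 11 of the GENCODE 29 transcript, 2 bases before the exon's end. Guide 2, ACAGTTCCTAGACTTCTATG, matched chromosome X from 15815821 to 15815840, in the coding part of exon 8 of 11, and was followed by AGG. Each guide matched transcripts of ZRSR2 alone.

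The targeted gene was examined first. ZRSR2 (chromosome X, 15790472 to 15823260) was at 29.4, 22.9, 28.3 and 18.7 CPM in knockout replicates 1 to 4. In control replicates 1 to 4 it was at 37.9, 39.2, 39.7 and 41.1 CPM. The means were 24.8 ± 4.99 CPM and 39.5 ± 1.34 CPM (SD, n = 4 each), so that the knockout mean was 62.9% of the control mean, and every knockout library lay below every control library. In a two-sided exact permutation test over 70 splits the p-value was 0.0286. Permuting within experiments gave an exact p of 0.0556, the smallest that the 36 arrangements allow. Both permutations treat the 4 libraries per genotype as independent, although they came from 2 guides used in both experiments. Neither permuted guides. The log2 fold change was −0.67 (SE 0.15) with an adjusted p of 1 in edgeR's fit with genotype alone, and its adjusted p was 0.275 with the experiment as a block. DESeq2 with the block gave −0.67 and an adjusted p of 5.38e-04. Guide 1 libraries averaged 28.9 CPM, 73.1% of the control mean, and guide 2 libraries 20.8 CPM, 52.7% of it (n = 2 each). The counts of ZRSR2 are uncertain to the extent that reads were shared with its close copy ZRSR2P1, which was not used here. Transcript levels do not measure editing of the gene or loss of its protein, and neither was tested here.

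Libraries separated by experiment. The first principal component held 77% of the variance, with the experiment 1 libraries between −50.2 and −38.1 and the experiment 2 libraries between 32.8 and 52. The second held 7%, and on it the genotypes overlapped. On the third, with 4.6%, the ZRSR2 guide 2 libraries of both experiments lay at −21 and −16.5, and the other 6 libraries between 1.1 and 10.3.

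**Figure D1:**
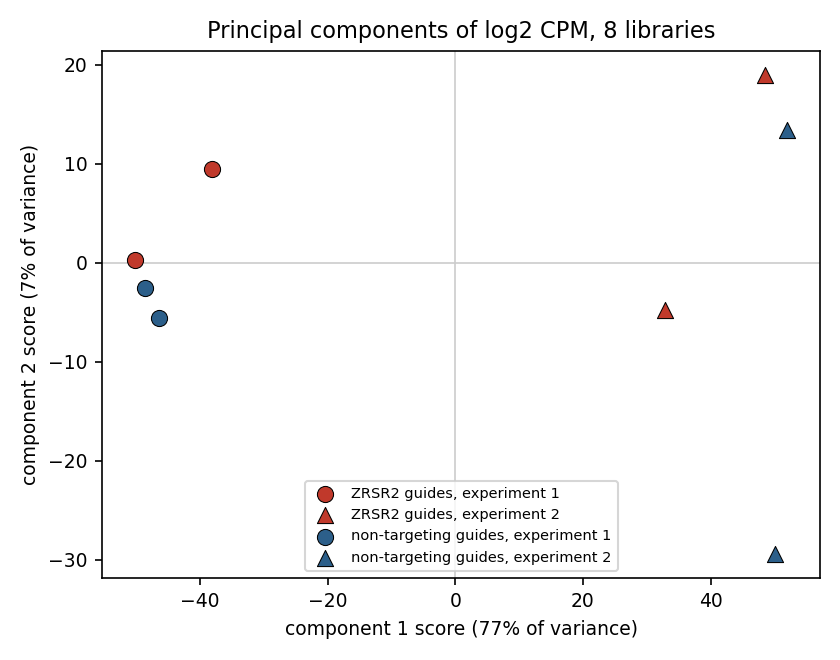
Scores of the 8 libraries on the first component (x axis) and the second component (y axis) of log2 CPM, in arbitrary units, coloured by genotype and shaped by experiment. Experiment 1 libraries sit at −38.1 or lower on the x axis and experiment 2 libraries at 32.8 or higher, while the genotypes overlap on the y axis.

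Knockout was compared with non-targeting over all 8 libraries to ask which genes change with the ZRSR2 guides. How far the protein was lost is not known from these data. With genotype alone, 0 of 14898 genes had an adjusted p under 0.05 in edgeR's test, and 89 had an unadjusted p under 0.05, where 745 are due by chance. With the experiment as a block, the count was again 0, with 690 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.115. The alternative that moved the count most was DESeq2 with the block, which called 31 genes, 6 higher and 25 lower in knockout. All 31 had the same sign in both experiments, which their selection on the effect over both experiments favours. In 11 of them the 4 knockout libraries did not overlap the 4 control libraries. Changes reached 2-fold in 2 of the higher and 2 of the lower genes. The count depended on single libraries: it was 119 without non-targeting replicate 3, 15 without knockout replicate 2 and 12 without non-targeting replicate 1. DESeq2 with genotype alone called 4 genes, 1 higher and 3 lower.

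No gene passed the threshold in edgeR, so the named genes are those of smallest unadjusted p and are not significant there, each with an adjusted p of 1. TGM1 (chromosome 14, 24249114 to 24264432) rose from 2.05 ± 0.358 to 7.56 ± 3.03 CPM (SD, n = 4), a log2 fold change of 1.87 (SE 0.30). Its edgeR adjusted p was 0.115 with the block, and DESeq2 with the block gave 8.85e-10. Its levels in knockout replicates 1 to 4 were 5.48, 8.52, 4.82 and 11.4 CPM, against 1.84, 2.1, 2.54 and 1.73 CPM in the controls. PHEX (chromosome X, 22032441 to 22251310) rose from 0.22 ± 0.114 to 1.07 ± 0.533 CPM, with a log2 fold change of 2.32 (SE 0.57), on counts of 6 to 66 per library. KIAA0556 (chromosome 16, 27550133 to 27780369) rose from 34.2 ± 3.34 to 49.4 ± 8.71 CPM, a log2 fold change of 0.53 (SE 0.14), and one control library, replicate 3, stood apart from the others at 39.1 CPM.

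EXOSC5 (chromosome 19, 41386374 to 41397479) was lower, at 20.8 ± 0.954 CPM against 29 ± 1.98 CPM in controls, a log2 fold change of −0.48 (SE 0.09). SLC4A1 (chromosome 17, 44248385 to 44268141) was at 43.1 ± 3.35 against 57.2 ± 3.35 CPM, and ACPP (chromosome 3, 132317367 to 132368298) at 28.5 ± 2.66 against 39.1 ± 3.38 CPM. Their log2 fold changes were −0.41 (SE 0.09) and −0.46 (SE 0.11). For all 6 genes the knockout libraries did not overlap the control libraries, and DESeq2 with the block called all 6, with adjusted p-values from 8.85e-10 to 0.00252. The annotation places genes of the opposite strand over PHEX, KIAA0556 and EXOSC5, and genes of the same strand over KIAA0556, so their counts are uncertain where reads could be split.

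**Figure D2:**
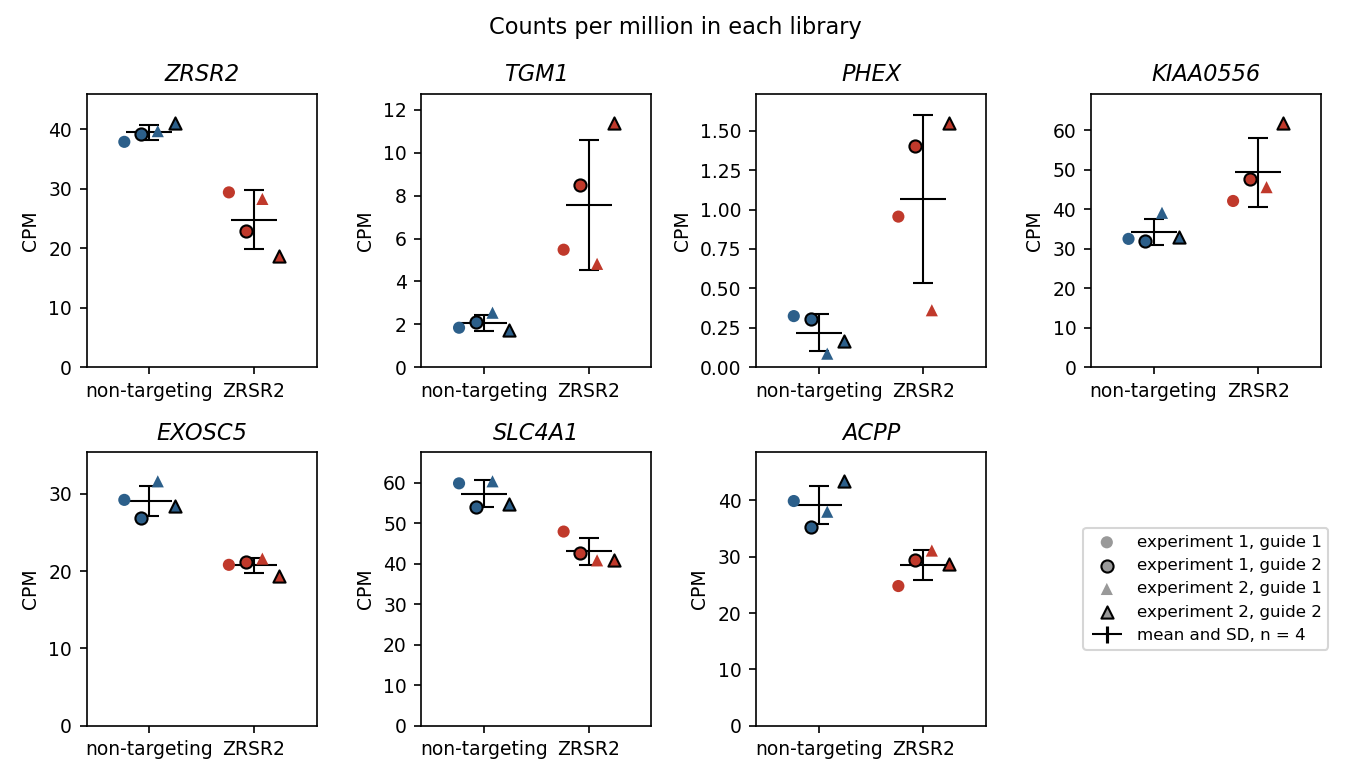
CPM (y axis, from 0) of ZRSR2 and the 6 named genes in the 4 non-targeting and 4 ZRSR2-guide libraries (x axis), with experiment by shape, guide 2 outlined in black, and bars for the mean and SD (n = 4). In each panel the knockout libraries lie on one side of the controls, as for TGM1 with 4.82 to 11.4 against 1.73 to 2.54 CPM.

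The knockout effect was then tested within each experiment, each against its own 2 controls. In experiment 1, edgeR called 0 genes, with 305 at an unadjusted p under 0.05. In experiment 2 it called 0 genes, with 645 at an unadjusted p under 0.05. The difference between these effects called 0 genes, with 248 at an unadjusted p under 0.05. Without a count filter the counts were 40, 116 and 5. For ZRSR2 the log2 fold changes were −0.56 in experiment 1 and −0.78 in experiment 2, and for TGM1 they were 1.83 and 1.90.

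Experiment 2 was compared with experiment 1 to measure the difference between the collections. edgeR called 8671 genes, 58.2% of those tested, of which 4411 were higher and 4260 lower in experiment 2. Alternatives gave between 8092 and 9312 calls. At least a 2-fold change was reached by 1304 of the higher and 811 of the lower genes. SDK2 (chromosome 17, 73334384 to 73644089) rose from 0.394 ± 0.0915 to 19 ± 12.2 CPM (SD, n = 4), a log2 fold change of 5.50 (SE 0.32, edgeR adjusted p 8.39e-07). MMP1 (chromosome 11, 102789920 to 102798160) was at 13.8 ± 1.6 CPM in experiment 1 and 0.533 ± 0.363 CPM in experiment 2, a log2 fold change of −4.88 (SE 0.24). ALDH1A2 (chromosome 15, 57953424 to 58497866) was at 41.3 ± 8.19 and 1.49 ± 0.0431 CPM, a log2 fold change of −4.78 (SE 0.12). The edgeR adjusted p-values of MMP1 and ALDH1A2 were 3.05e-07 and 6.6e-09. All 3 overlap genes of the opposite strand in the annotation, and ALDH1A2 also overlaps genes of its own strand. Day, batch and experiment cannot be told apart, since each experiment was a single collection.

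Guides of the same genotype were compared for background. ZRSR2 guide 1 against guide 2 called 0 genes, with 27 at an unadjusted p under 0.05. Non-targeting guide 1 against guide 2 called 0 genes, with 13 at an unadjusted p under 0.05. With the experiment as a block, both counts were again 0, with 376 and 482 genes at an unadjusted p under 0.05.

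The fixed gene lists were tested as sets, with camera's p-value adjusted over 6 lists. Over all tested genes the median log2 fold change was −0.003, with 51.3% lower in knockout. Of 33 genes on the hand-made list of U12-type intron genes, 16 were lower, with a median of 0.012 and an adjusted p of 0.780. Of 16 minor spliceosome components, 5 were lower, with a median of 0.031 and an adjusted p of 0.230. JAK-STAT targets had 9 of 13 lower with a median of −0.039, and p53 targets 11 of 22 lower with a median of 0. Both had an adjusted p of 0.951. Camera's direction, which rests on mean shifts and not on the median, was higher for both with genotype alone and lower for both with the experiment as a block. ERK output genes had 15 of 18 lower, with a median of −0.086 and a camera adjusted p of 0.0420. In none of these 5 lists did a gene pass the threshold, with a count of 0 adjusted over the list alone and 0 over all genes tested. At an unadjusted p under 0.05 the hand-made list had 2 genes and the other 4 lists 0. With the block the hand-made list had 6, the JAK-STAT targets 0 and the other 3 lists 1 each, again with 0 past the threshold adjusted over the list alone.

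The ERK output genes held the camera call with the block, at 0.0126. With genotype alone they did not hold it under fry, at 0.886, or under an estimated correlation, at 0.463. Nor did they with the block, at 0.434 under fry and 0.51 under an estimated correlation. In fits with the block that left out a library, the call was lost in 3 of 8, with the highest adjusted p of 0.575 without knockout replicate 2. Within experiment 1 the list was lower with a median of −0.188 and a camera adjusted p of 1.13e-04, where fry gave 0.424. Within experiment 2 the median was −0.047 and the adjusted p 0.896. The difference between experiments had an adjusted p of 0.0337 with camera and 0.756 with fry.

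The motif scan returned 68 genes, of which 63 were tested. Of these, 42 were lower in knockout, or 66.7%, against 53.5% of the other genes among the 7448 with an assessable intron. Their median log2 fold change was −0.044 against a background median of −0.007. The camera adjusted p was 0.0241 with genotype alone and 0.0126 with the block. With genotype alone the adjusted p was 0.886 under fry and 0.463 with an estimated correlation. With the block it was 0.434 under fry and 0.51 with an estimated correlation. Camera with genotype alone gave 0.0757 when no mismatch was allowed in the first bases. Within experiment 1 the camera adjusted p was 0.00216, with a median of −0.047, where fry gave 0.424. Within experiment 2 camera gave 0.517, with a median of −0.029. The difference between experiments had a camera adjusted p of 0.484. In fits with the block over all libraries but one, the call was lost in 3 of 8, with the highest adjusted p of 0.306 without knockout replicate 2. Single genes passed at 0 adjusted over the list alone and 0 over all genes tested, with 4 at an unadjusted p under 0.05. With the block, 11 were at an unadjusted p under 0.05 and 2 passed adjusted over the list alone, TMEM107 at a log2 fold change of −0.79 (SE 0.16) and GPAA1 at −0.42 (SE 0.08), each with a list-adjusted edgeR p of 0.0103.

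**Figure D3:**
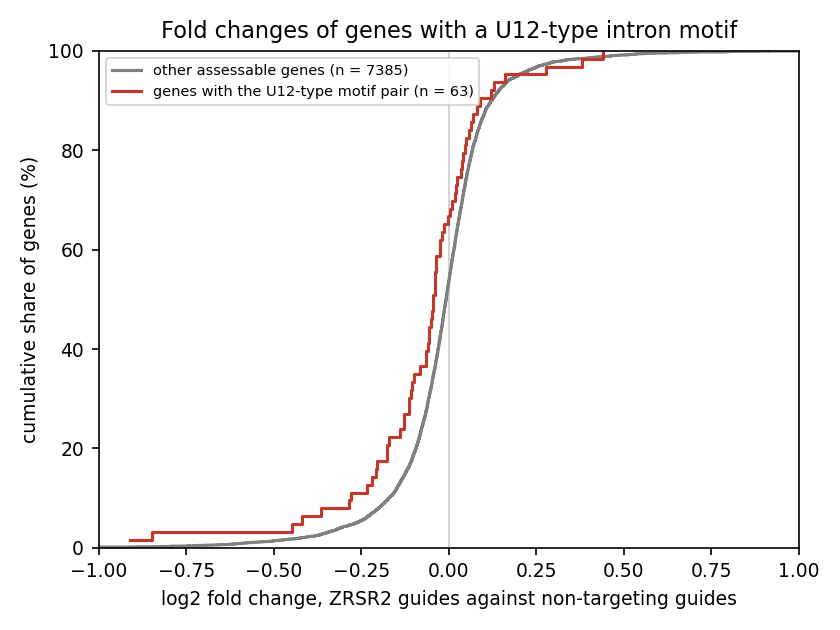
Cumulative share of genes (y axis, percent) against the log2 fold change of knockout over non-targeting (x axis), for 63 genes with the motif pair (red) and the other genes with an assessable intron (grey). The red curve lies to the left around 0, with medians of −0.044 for the motif genes and −0.007 for the other assessable genes. Outside the axis fall 13 other genes.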

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

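The tests of sequencing depth below were set before their results were seen. Outliers were looked for in 20 groups of 4 libraries, of which 3 stood apart, where chance gives about 1. All 3 were in the same library, non-targeting replicate 3.

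Non-targeting replicate 3 had 71521173 counts, while the other control libraries had 31106042 to 36544665. No explanation of the larger total was tested. The same library had counts for 18398 genes, against 17795 to 17825 in the other controls. After every library was thinned to the smallest total, it had counts for 17643 genes, below the 17654 to 17825 of the other controls, so its larger depth may account for the excess. No biological explanation was tested.

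KIAA0556 was at 39.1 CPM in non-targeting replicate 3 and at 32.0 to 33.1 CPM in the other controls. Thinning to the smallest total left it at 38.7 CPM, which says nothing about depth, because CPM is already scaled by library size and the gene had at least 1004 counts in each library. The larger depth of the library and its level of KIAA0556 were therefore not tested against each other in a way that decides. Reads shared with overlapping genes of the annotation were not tested. The level remained below the lowest knockout library, at 42.1 CPM. The library bears on the genotype comparison: without it, DESeq2 with the experiment as a block called 119 genes in place of 31. Of the 31 genes, 30 were among the 119.

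The ERK output genes differed between experiments in their knockout effect, by camera's adjusted p of 0.0337 for the difference. fry gave 0.756 for the same difference. The set mean of log2 CPM in experiment 1 was 4.14 and 3.87 in the knockout libraries and 4.26 and 4.18 in the controls. In experiment 2 it was 3.76 and 3.7 in the knockout libraries and 3.69 and 3.84 in the controls. The difference of the effects was 0.179 on the log2 scale with all libraries, and 0.045 without knockout replicate 2, so this library may carry most of it. Without any other library it was 0.103 to 0.314. Day and batch cannot be told apart from the experiment, because each experiment was one collection. A change of the knockout effect with time stays open and was not tested.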

How the results depend on the processing

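For 27 results, 276 values under alternatives were computed. Of these, 216 kept their direction and side of the threshold or stayed within 1.5 times the count. The others were 20 weaker, 10 stronger, 20 of opposite direction and 10 counts that moved by over 1.5 times.

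For knockout against non-targeting, 0 genes were called with the replicate block, DESeq2's size factors, both other count filters, a test against a 1.2-fold change and each of the 8 fits that left out a library. The unadjusted count was 47 to 141 across those 8 fits. A second dispersion option of edgeR with the block, chosen after seeing the data, also gave 0 calls, with 727 genes at an unadjusted p under 0.05. DESeq2 called 4 genes with genotype alone and 31 with the block. The 4 were TGM1, EXOSC5, SLC4A1 and MT1E, the last named after its values were seen. In the simulated data edgeR's block fit recovered 90% of genes changed by 1.5-fold. Those data had independently drawn genes and no difference between guides. They therefore do not decide whether the number of libraries accounts for the count of 0 in edgeR. Simulated 2-fold changes were recovered at 100% with the block. TGM1, at a log2 fold change of 1.87, had an edgeR adjusted p of 0.115 with the block. DESeq2 with the block made 23 false calls among 215 in the same simulated data. Across the fits of DESeq2 with the block that left out one library, the count ran from 12 to 119. TGM1, SPC24, EXOSC5, KIAA0556, FAM178B and ZRSR2 were called in all 8 of those fits and in the full fit.

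ZRSR2 kept its direction throughout, with a log2 fold change of −0.76 to −0.56 across the genotype-only edgeR fits that left out one library. DESeq2 with the block took it past the threshold at −0.67, with an adjusted p of 5.38e-04, where the other settings with all libraries and the edgeR fits that left out one ranged up to 1. In the DESeq2 block fits that left out one library its log2 fold change was −0.78 to −0.54, with adjusted p-values of 4.13e-05 to 0.0104. The 6 other named genes kept their direction in every alternative that tested them. All 6 passed the threshold in DESeq2 with the block, and 3 of them also with genotype alone. PHEX was not tested under the filter of 10 counts in every library.

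Within experiment 1, the count rose from 0 to 40 without a count filter and to 5 with DESeq2. Within experiment 2 it rose from 0 to 116 without a filter and to 13 with DESeq2. The DESeq2 lists shared 2 genes, TGM1 and TNS4. For the difference of the effects, 5 genes were called without a filter and 0 with DESeq2. Of the genes called without a filter, 39 of 40, 116 of 116 and 5 of 5 also passed the filter, so that these calls were not genes with few reads. The cause was not tested. Experiment 2 against experiment 1 gave 8092 to 9312 calls, and both guide comparisons gave 0 in every alternative. No gene or set test left out a library in the comparisons with 2 libraries per arm, since 1 would remain. Experiment 2 against experiment 1 was also tested with all libraries only. For the ERK output genes, the difference of set means was recomputed without each library, as an effect size without a test.

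With genotype alone, the ERK output genes and the scan genes lost the camera call under fry, at an adjusted p of 0.886 for both. They also lost it with an estimated correlation, at 0.463 for both. With the block both lists lost it too, at 0.434 under fry and 0.51 with an estimated correlation. The cause was not tested. Across the genotype-only fits that left out one library, the adjusted p ran from 0.00581 to 0.784 for the ERK output genes and from 3.48e-04 to 0.399 for the scan genes. Each such fit leaves the experiments unbalanced between genotypes, so its losses cannot be read as dependence on a library alone. The scan call was lost without non-targeting replicates 1 and 2 and knockout replicates 3 and 4, the 4 fits that tilt knockout towards experiment 1. The ERK call was lost in these 4 and without knockout replicate 2. With the block, the ranges were 0.00257 to 0.575 for the ERK output genes and 4.81e-04 to 0.306 for the scan genes, and each lost the call in 3 of 8 fits. Both lost it without knockout replicate 2 and non-targeting replicate 2, the ERK output genes also without non-targeting replicate 1, and the scan genes without non-targeting replicate 3. The scan genes were also past the threshold on the first intron bases alone, at 0.0420 over 138 genes, and were not when no mismatch was allowed, at 0.0757 over 45 genes. The last has fewer genes by construction.

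With the replicate block, camera's direction turned from higher to lower for the JAK-STAT targets, at an adjusted p of 0.789, and for the p53 targets, at 0.775. Neither was past the threshold in any setting. In the edgeR and camera tests the block changed no other call than those of the 2 scan genes adjusted over the list alone. Leaving out one library with genotype alone gave adjusted p-values of 0.452 to 0.949 for the hand-made U12 list, 0.178 to 0.974 for the minor spliceosome components, 0.338 to 0.974 for the JAK-STAT targets and 0.587 to 0.974 for the p53 targets. The direction turned in 2 of the 8 fits for the hand-made U12 list, at 0.893 and 0.949. It turned in 4 fits for the JAK-STAT targets, at 0.867, 0.511, 0.784 and 0.468, and in 5 for the p53 targets, at 0.918, 0.867, 0.893, 0.784 and 0.974. The 4 fits for the JAK-STAT targets were those that tilt knockout towards experiment 1. With the block, the ranges were 0.332 to 0.953, 0.154 to 0.432, 0.435 to 0.953 and 0.575 to 0.978 for the same lists. The direction turned from that of the full block fit in 1, 0, 4 and 2 of the 8 fits.

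Depth limits genes of low count: PHEX rested on 6 to 66 counts per library. In simulated data the genotype-only fit recovered 46% of genes changed by 2-fold, so that its count of 0 leaves 2-fold and smaller changes open. TGM1 and PHEX, with log2 fold changes of 1.87 and 2.32, were not called in that fit either.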

Other observations

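The tests of trimmed lists, of motif genes among the called genes and of the correlation between experiments were chosen after the results were seen. The other tests were set before.

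The 8 libraries can be divided 4 against 4 in 35 ways, of which 18 keep 2 libraries of each experiment on each side. The other splits put 3 or 4 libraries of one experiment together and so carry the difference between experiments. At least 89 genes at an unadjusted p under 0.05, as in the real split by genotype, were reached by 20 of the 35 splits, and by 3 of the 18 balanced ones. With DESeq2 and the block, 2 of the 18 balanced splits gave at least 31 calls, the other one giving 66, and the median of the other splits was 1. The split with 66 calls exchanged knockout replicate 4 for non-targeting replicate 3. At an unadjusted p under 0.05, DESeq2 with the block had 635 genes in the real split. The other balanced splits had 184 to 1208, with several above the real split. With 18 splits, no share under 0.05 can be reached. The split by experiment gave 9089 calls in this simple fit, and 1 of the 35 splits, itself, gave as many, the others giving 0.

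Camera p-values as small as in the real split were found in 20 of 35 splits for the hand-made U12 list, 6 for the minor spliceosome components, 35 for the JAK-STAT targets, 6 for the ERK output genes, 34 for the p53 targets and 3 for the scan genes. Among the 18 balanced splits the numbers were 10, 1, 18, 4, 18 and 2. Neither the ERK call nor the scan call is rare among the splits, so chance stays open for both.

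The difference between experiments was tested against depth and against a few abundant genes. With every library thinned to the smallest total, 8521 genes were called, and with the 20 most abundant genes left out, 8652 genes, where 8671 were called on the full data. Those 20 genes took 5.63% to 5.89% of counts in experiment 1 and 5.7% to 6.14% in experiment 2. Both values argue against these explanations. Day, batch and drift of the culture stay open and were not tested apart.

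The scan genes lay lower in knockout by a small amount. Of 10000 random lists matched gene by gene on expression, GC content and transcript length, 0.56% had a median as low as that of the 63 genes, all of which had these values. Without the 10 lowest and 10 highest genes, 0.24% of 10000 random lists trimmed alike had a mean as low. Both argue against those properties, and against a few genes alone, as the whole cause. Such lists of genes from the same libraries take no account of correlation between genes, and 3 of 35 splits gave as small a camera p. The hand-made U12 list showed no such shift. Of its 33 genes, 31 had covered intron starts, and 12 carried the motif in the first bases.

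Among the 31 genes called by DESeq2 with the block, 5 carry an intron with the U12-type motif, by the scan or by the first bases alone: SPC24, EXOSC5, GPAA1, TMEM107 and VPS11. These 5 were named after their values were seen. GPAA1 and TMEM107 passed the scan, whose motifs were fixed beforehand. SPC24, EXOSC5 and VPS11 had the motif by the first bases alone, a scan chosen after seeing the data. The shares of motif genes below use both definitions together. All 5 were lower in knockout, with log2 fold changes from −0.79 to −0.41, and lower in both experiments. Their selection by the block fit favours the same direction in both experiments. SPC24 fell from 26.2 ± 6.69 to 16.1 ± 4.16 CPM (SD, n = 4), and its intron at chromosome 19, 11146280 to 11147817, starts with GTATCCTT. The last bases of this SPC24 intron were covered, and the branch motif was not found there within the allowed mismatches. The EXOSC5 intron at chromosome 19, 41389906 to 41391840, also starts with GTATCCTT. The VPS11 intron at chromosome 11, 119068011 to 119069195, starts with ATATCCTT and ends in AC. Of 156 tested motif genes 3.21% were called, against 0.21% of other genes with covered intron starts. In 10000 lists matched on expression the highest number called was 3, so the share with as many as 5 was 1e-04, the smallest that these lists can give. Other balanced splits made few calls, 13 of them at most 2, so their called genes were not compared. Instead the 31 genes of smallest DESeq2 p were taken from each of the 18 balanced splits. Of these splits, 1, the real one, held 5 motif genes, and the others held 0 to 2, with a median of 0. That argues against motif genes reaching the smallest p-values whatever the split. With 18 splits no share under 0.05 can be reached, so chance stays open for the real split. A response of genes with minor introns to ZRSR2 loss is a candidate explanation for these 5, as a hypothesis found and tested on the same data. The number of motif genes called depended on single libraries: it was 2 without knockout replicate 2, non-targeting replicate 1 or knockout replicate 4. All calls in these fits numbered 15, 12 and 24, so fewer genes of any kind were called. Motif genes numbered 3 without non-targeting replicate 2, 5 without knockout replicate 3, and 6 to 7 without any other library. Retained introns were not measured by these counts.

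ZRSR2 could have fallen with a loss of its part of chromosome X. The 19 other tested genes within 2 Mb had a median log2 fold change of 0.043 in the block fit, with a range of −0.38 to 0.32, and none fell as far as ZRSR2. That argues against a loss spanning this window. A smaller loss around ZRSR2 was not tested, and the median over the window cannot exclude it. The lowest was CA5B at −0.38 (SE 0.11), named after its values were seen.

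The knockout effects in experiments 1 and 2, which share no library, correlated across genes at r = 0.182 over 14898 genes, which are not independent replicates. Of the 18 balanced splits, 1, the real one, gave a correlation as high. The splits come in pairs of opposite sign, and 18 splits give no share under 0.05, so that chance and a shared effect cannot be told apart here.

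Levels of 4 of the 7 named genes differed between the guides in the same direction in both experiments, within the knockout libraries. In both experiments guide 2 had less ZRSR2 than guide 1, with 22.9 against 29.4 CPM and 18.7 against 28.3 CPM. Guide 2 had more TGM1, with 8.52 against 5.48 CPM and 11.4 against 4.82 CPM, and more PHEX, with 1.4 against 0.955 CPM and 1.55 against 0.361 CPM. KIAA0556 was at 47.7 against 42.1 CPM and at 61.9 against 45.6 CPM. EXOSC5, SLC4A1 and ACPP differed in opposite directions in the 2 experiments: guide 2 had 21.2 against 20.8 and 19.4 against 21.6 CPM of EXOSC5, 42.7 against 47.9 and 40.9 against 40.8 CPM of SLC4A1, and 29.4 against 24.8 and 28.7 against 31.1 CPM of ACPP. Between the ZRSR2 guides edgeR called 0 genes, with 27 at an unadjusted p under 0.05. With the experiment as a block it called 0 genes, with 376 at an unadjusted p under 0.05 and a smallest adjusted p of 0.14. These genes were not chosen for a guide effect, and no explanation was tested.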
